# Characterization of a barley (*Hordeum vulgare* L.) mutant with multiple stem nodes and spikes and dwarf (*msnsd*) and fine-mapping of its causal gene

**DOI:** 10.3389/fpls.2023.1189743

**Published:** 2023-07-06

**Authors:** Dandan D. Qin, Rui Liu, Fuchao Xu, Guoqing Dong, Qing Xu, Yanchun Peng, Le Xu, Hongna Cheng, Ganggang Guo, Jing Dong, Chengdao Li

**Keywords:** barley, BSR-seq, TCP, multiple stem nodes and spikes and dwarf, fine-mapping

## Abstract

**Introduction:**

Multiple nodes and dwarf mutants in barley are a valuable resource for identifying genes that control shoot branching, vegetative growth and development.

**Methods:**

In this study, physiological, microscopic and genetic analysis were conducted to characterize and fine-map the underling gene of a barley mutant with Multiple Stem Nodes and Spikes and Dwarf (*msnsd*), which was selected from EMS- and ^60^Co-treated barley *cv*. Edamai 934.

**Results and discussion:**

The *msnsd* mutant had more stem nodes, lower plant height and a shorter plastochron than Edamai 934. Moreover, the mutant had two or more spikes on each tiller. Microscopic analysis showed that the dwarf phenotype of *msnsd* resulted from reduced cell lengths and cell numbers in the stem. Further physiological analysis showed that *msnsd* was GA^3^-deficient, with its plant height increasing after external GA^3^ application. Genetic analysis revealed that a single recessive nuclear gene, namely, Hv*MSNSD*, controlled the *msnsd* phenotype. Using a segregating population derived from Harrington and the *msnsd* mutant, Hv*MSNSD* was fine-mapped on chromosome 5H in a 200 kb interval using bulked segregant analysis (BSA) coupled with RNA-sequencing (BSR-seq), with a C-T substitution in the exon of HvTCP25 co-segregating with the *msnsd* phenotype. RNA-seq analysis showed that a gene encoding gibberellin 2-oxidase 8, a negative regulator of GA biosynthesis, was upregulated in the *msnsd* mutant. Several known genes related to inflorescence development that were also upregulated and enriched in the *msnsd* mutant. Collectively, we propose that Hv*MSNSD* regulates the plastochron and morphology of reproductive organs, likely by coordinating GA homeostasis and changed expression of floral development related genes in barley. This study offers valuable insights into the molecular regulation of barley plant architecture and inflorescence development.

## 1 Introduction

Globally, barley (*Hordeum vulgare* L.) is the second most important temperate cereal crop after wheat. Shoot architecture is a major determinant of the function, diversification and adaptation of barley. It is largely defined by plant height, leaf arrangement, branching patterns and inflorescence morphology (Wang et al., 2018). These features are determined by the activity and fate of the shoot apical meristem, axillary meristems (AXMs), leaf meristems and intercalary meristems (McKim, 2019). Typically, a single AXM initiates and forms in each leaf axil, which together with the leaf, node and subtending internode, generates a phytomer unit (Mcmaster, 2005). Plastochron refers to the time interval between the formation of two successive leaves, representing the temporal pattern of leaf initiation. Plastochron and phyllotaxy are two major contributors to plant architecture (Hibara et al., 2021). In rice (*Oryza sativa* L.), three genes responsible for regulating rapid leaf development—*PLASTOCHRON 1* (*PLA1*) (Miyoshi et al., 2004), *PLA2* (Kawakatsu et al., 2006) and *PLA3* (Kawakatsu et al., 2009)—have been identified, encoding a plant-specific cytochrome P450 protein family, the MEI2-like RNA-binding protein and glutamate carboxypeptidase, respectively.

Barley *multiple nodes and dwarf* (*mnd*) mutants have more stem nodes but significantly lower plant heights than wild-type plants. Several *mnd* mutants, such as 93–597 derived from barley line ‘6121’ (Zhang and Zhai, 1995) and 76–2104 derived from ‘Zaoshu 3’ (Kawakatsu et al., 2006), have been reported since 1922 (Harlan and Pope, 1922). Apart from abnormal stem structure, the *mnd* mutations always exert pleiotropic effects on other agronomic traits, producing shorter leaf blades and aberrant inflorescences. Consistent with the increased stem node and leaf numbers, a shorter plastochron is usually observed in these mutants (Mascher et al., 2014). For these mutants, three underlying genes have been identified in barley—*MND1*, *MND4* and *MND8*. *MND4* is a member of the CYP78A family of cytochrome P450 enzymes, an ortholog of the rice *PLA1* gene. Variations in *MND4* were associated with the “multiple nodes but dwarf” phenotypes in barley, such as SNPs, which change the encoded amino acids, introducing premature stop codons, disrupting the splice site and partially or completely deleting this gene (Mascher et al., 2014). *MND1* and *MND8* were identified recently. *MND1* located on chromosome 7H and encoded an Acyl-CoA N-acetyltransferase-like protein (Walla et al., 2020), while *MND8* located on chromosome 5H and encoded a MATE transporter-family protein (Hibara et al., 2021).

Spike morphology is another determining factor for grain yield in the grass family. Barley inflorescence architecture differs from other Poaceae species, such as rice, wheat and maize. Barley specifically develops a branchless, spike-shaped inflorescence, where grain-producing spikelets are attached directly to the main axis (Gauley and Boden, 2019; Koppolu and Schnurbusch, 2019). Two-row and six-row differentiation is specific to barley spikes, with *Vrs1* (Komatsuda et al., 2007), *Vrs2* (Youssef et al., 2017), *Vrs3* (Bull et al., 2017), *Vrs4* (Koppolu et al., 2013) and *Vrs5* (Ramsay et al., 2011) being the known row-type genes in barley. Besides row-type, branched spike is another variation observed in barley spike morphology. The grass-specific Teosinte branched 1/Cycloidea/Proliferating cell factor (TCP) family genes that encode transcription factors, such as the CYC/TB1-type *TCP* (Shang et al., 2020) and *COMPOSITUM1* (Poursarebani et al., 2020), play a crucial role in branched spike formation in barley. Moreover, loss-of-function of the barley SEPALLATA MADS-box protein *HvMADS1* is responsible for maintaining the branched inflorescence-like structure at high ambient temperatures (Li et al., 2021). In addition to these genes, a novel branched-spike gene in barley has been mapped on chromosome 2H in a 5 cM interval (Wang et al., 2020), with major and minor QTLs also identified for lateral spikelet indeterminacy and supernumerary spikelet phenotype in the central spikelets based on the genetic analysis of the *multiflorus2.b* mutant (Koppolu et al., 2022). However, for most *mnd* mutants, more than one spike per tiller, especially on the main tiller, can be produced, significantly different from the typical branched spike and potentially beneficial for improving barley yield.

A barley mutant with multiple stem nodes, spikes and dwarf (*msnsd*) was identified from chemically and physically treated cv. Edamai 934 (E934 hereafter) (Qin et al., 2021), an elite feed barley variety developed by Hubei Academy of Agricultural Sciences. Here, we undertook phenotypic and genetic characterization of *msnsd* and its causal gene *HvMSNSD* using BSR-seq. This study will not only enrich our understanding of barley plant architecture and inflorescence development, but also provide valuable resources for barley dwarf and yield breeding.

## 2 Materials and methods

### 2.1 Comparison of agronomic traits of *msnsd* and its parent E934

The *msnsd* mutant, characterized with “Multiple Stem Nodes, Spikes and Dwarf”, was generated from ethyl methane sulfonate (EMS)- and ^60^Co-treated feed barley variety E934 (Qin et al., 2021). The *msnsd* mutant and E934 were grown in the field at the experimental station of Hubei Academy of Agricultural Sciences, Wuhan, China, with management practices following the local standard practices. At maturity, plant height (PH), node number on the main tiller (NN), number of spikes per plant (NSP), length of the main spike (LS) and grain number on the main spike (GNS) were measured on ten plants. The average values for each parameter were used to determine differences between *msnsd* and E934. All tillers were removed at the five-leaf stage to determine the plastochrons of *msnsd* and E934. The fifth leaf on the main tiller was labeled, with leaf number recorded weekly.

### 2.2 Microscopic analysis of stem cells and immature spikes of *msnsd* and E934

Stem sections in the center of *msnsd* and E934 plants at the heading stage were sliced lengthwise into 10 mm sections and fixed in 10% formalin solution for 48 h at room temperature. Next, the tissue was dehydrated in a series of graded ethanol solutions to displace the water and then infiltrated with wax. The infiltrated tissues were then embedded into wax blocks and placed in the microtome for sectioning. Thereafter, sections were deparaffinized and rehydrated with distilled water. The slides were immersed in Safranin O solution for 1–2 h, rinsed in tap water to remove excess dye and dehydrated successively with a graded series of alcohol (50%, 70% and 80%), each for 3–8 s. The slides were then immersed in the fast green solution for 30–60 s and dehydrated in absolute alcohol three times. Finally, they were cleared in xylene for 5 min and mounted with the resin mounting medium. Cells of *msnsd* and E934 were observed in a bright field using an Olympus BX51 photomicroscope. All these procedures were carried out at the Wuhan Servicebio Technology Co., Ltd (Wuhan, China). Transverse sections of the stem were checked following the same procedure.

Immature spikes from *msnsd* and E934 plants at the booting stage were pre-fixed with 2.5% glutaraldehyde in a phosphate buffer (pH 7.0) at 4°C overnight. Subsequent treatments of the samples were conducted at the Wuhan Servicebio Technology Co., Ltd, which were then observed by scanning electron microscope (Hitachi TM-100) according to the manufacturer’s instructions (Qin et al., 2015).

### 2.3 Hormone response test

The *msnsd* and E934 plants at the five-leaf stage on Jan 13, 2021, were tested for their responses to five phytohormones, including 50 mg/L gibberellic acid 3 (GA_3_), 200 µM 3-indoleacetic acid (IAA), 50 µM 6-benzyl aminopurine (6-BA), 50 µM 1-aminocyclopropane-1-carboxylic acid (ACC) and 100 µM ABA. Around 15 mL of each phytohormone was poured directly into the surrounding soil, with water-treated seedlings serving as the control. The *msnsd* and E934 plants were sprayed with 50 mg/L GA_3_ and Tween 20 after the appearance of spikes. All treatments were applied to five plants of similar seedling length. After 20 days of treatment, plant height of the treated and control plants was recorded weekly until maturity. Agronomic traits, including tiller number, stem node number, internode length on the main tiller, spike number on the main tiller, leaf number and spikelet number per spike were determined after harvest.

### 2.4 Quantification of endogenous GAs

E934 and *msnsd* were grown in the field under normal conditions in autumn 2020. At the booting stage, GA contents (GA_1_, GA_3_, GA_4_, GA_7_ and GA_20_) in the young apical meristem (excluding inflorescence) of *msnsd* and E934 were determined using LC-MS/MS (Mubarak et al., 2012) at the Wuhan Greensword Creation Technology Co. Ltd. Three independent biological replicates and three technical replicates were measured for each sample.

### 2.5 Genetic analysis of the gene controlling the *msnsd* phenotype in barley

Genetic characterization of the gene (s) controlling the *msnsd* phenotype used the phenotypes of the F_1_ hybrid, F_2_ population and F_2:3_ family lines derived from Harrington and *msnsd* plants. Harrington is a two-row, malting barley variety from Canada. Chi-squared test was used to determine the suitability of observed data with the expected segregation ratios.

### 2.6 BSR-sequencing analysis based on BSA and RNA-sequencing

To map the causal gene for *msnsd*, bulked segregant RNA-seq (BSR-seq) based on bulked segregant analysis (BSA) and RNA-sequencing (RNA-seq) was conducted in two pools with distinct phenotypes from the F_2_ population. Five seeds from 40 wild-type and 40 mutants with multiple stem nodes and multiple spikes from F_2_ individuals were sown and grown at 25°C for two weeks to extract high-quality RNA. A half centimeter’s leaves from all the 200 wild-type or mutant seedlings were pooled and collected to construct wild-type or mutant bulks for RNA isolation. RNA was extracted following the TRIzol protocol (Rio et al., 2010). RNA-seq was undertaken using the HiSeq 2500 platform (Illumina) following the manufacturer’s protocol. RNA extraction and RNA-seq were conducted at the Beijing Novogene Bioinformatics Technology Co. Ltd. Implementation of single nucleotide polymorphism (SNP) calling and the filtration and identification of SNPs and Indels associated with the *msnsd* phenotype were performed as described elsewhere (Wang et al., 2017; Zhang et al., 2020b). High-quality reads were aligned to the barley Morex-V1 assembly. Thereafter, the mapping results were filtered using in-house Perl Scripts. Only uniquely mapped reads with a Phred quality value > 40 were kept.

### 2.7 Validation of the BSR-seq results and preliminary mapping of *HvMSNSD*

Seedling DNA from the F_3_ progeny of 46 wild-type (24 individuals were homozygous and 22 were heterozygous according to performance of F_2:3_) and 37 mutants of F_2_ individuals was extracted using CTAB methods to validate the BSR-seq analysis. Indel markers in the target region were developed according to the BSR-seq analysis and published results (Zhou et al., 2015). These markers were then applied to the two parents, separated on 8% non-denaturing polyacrylamide gels and visualized after silver staining. Subsequently, polymorphic markers were used to genotype the resulting sub-pools of F_3_ (each derived from one F_2_ individual) to validate the BSR-seq data and preliminarily map the candidate gene.

### 2.8 Fine-mapping of *HvMSNSD*

Indel markers linked to *HvMSNSD* were applied to the F_2_ population comprising of 460 progenies to fine-map the gene. The phenotype of F_2_ individuals was confirmed by evaluating their own and F_2:3_ performance under field conditions. Several SNP markers in the target region were further developed based on the BSR-seq analysis and applied to the recombinant lines using the Penta-primer amplification refractory mutation system (PARMS) at Gentides Biotech Co., Ltd, Wuhan, China. Furthermore, 1,869 F_2:3_ and F_3:4_ homozygous mutant individuals derived from the heterozygous F_2_ and F_3_ lines were used to confirm and fine-map the candidate gene.

### 2.9 Cloning and analysis of candidate genes

High-confidence genes in the target region were identified according to the annotated barley reference genome (Morex V3 assembly) (Mascher et al., 2021). Gene-specific overlapping primers (**Supplementary File 1**) were designed using DNAMAN5.0 software. Specific PCR products from genomic DNA and cDNA of E934, *msnsd* and Harrington were sequenced and analyzed using DNAMAN5.0.

### 2.10 RNA preparation and transcriptome sequencing

Immature spikes of *msnsd* and E934 from the glume primordium to the lemma primordium stages, approximately 0.5–1 cm in length, were collected and frozen in liquid nitrogen, with three biological replicates for each sample. Total RNA extraction, library construction and RNA-seq were performed at Beijing Novogene Bioinformatics Technology Co. Ltd, Beijing, China. Clean reads of each sample were mapped to the reference Morex V3 assembly (Mascher et al., 2021). Transcript quantification from RNA-seq data was performed using the Salmon software package (1.9.0). Expression levels of mapped reads were quantified based on transcripts per kilobase of exon per million mapped reads (TPM) (Patro et al., 2017). The Bioconductor package DESeq2 (Love et al., 2014) was used to perform differential expression analysis. Differentially expressed transcripts (DETs) in *msnsd* and E934 were defined as those with |log_2_ fold change (LFC)| ≥ 1.5 and adjusted P values ≤ 0.05. The GO enrichment analysis of DETs was conducted online (http://wheat.cau.edu.cn/TGT/). GO terms with a corrected FDR < 0.05 were considered significantly enriched. The percentage of DETs for each GO term was calculated based on all transcripts in the Morex V3 assembly.

## 3 Results

### 3.1 Phenotype of *msnsd* compared with wild-type E934

Compared with E934, the *msnsd* phenotype was characterized as a mutant with multiple stem nodes and spikes per tiller but dwarf (**Figure 1**; **Table 1**), when grown under field and glasshouse conditions. In particular, the *msnsd* mutant had at least four times more stem nodes and leaves than the wild-type (**Figure 1A**) due to a higher rate of leaf initiation (**Figure 1F**). Consequently, the distance between two nodes in *msnsd* decreased significantly relative to E934, such that *msnsd* plants were nearly 40% shorter than wild-type plants (**Figure 1B**; **Table 1**). Apart from the shortened plastochron, *msnsd* had more tillers (**Figure 1B**), but smaller diameter and spike length than E934 (**Table 1**). Moreover, *msnsd* had more than one fertile spike per tiller, located at the base of the main spike or the lower stem nodes, somewhat different from typical branched spikes (**Figure 1D**). These extra mini spikes at the base of the main spike appeared at the beginning of the reproductive stage (**Figures 1C, D**), but all *msnsd* spikes had lower fertility rates than E934. Further analysis showed that *msnsd* had smaller stamens and pistils than E934 (**Figure 1E**). Moreover, all trait alterations in *msnsd* were stable and repeatable, despite being sown one month later or earlier than the normal sowing time in Wuhan, China.

**Figure 1:**
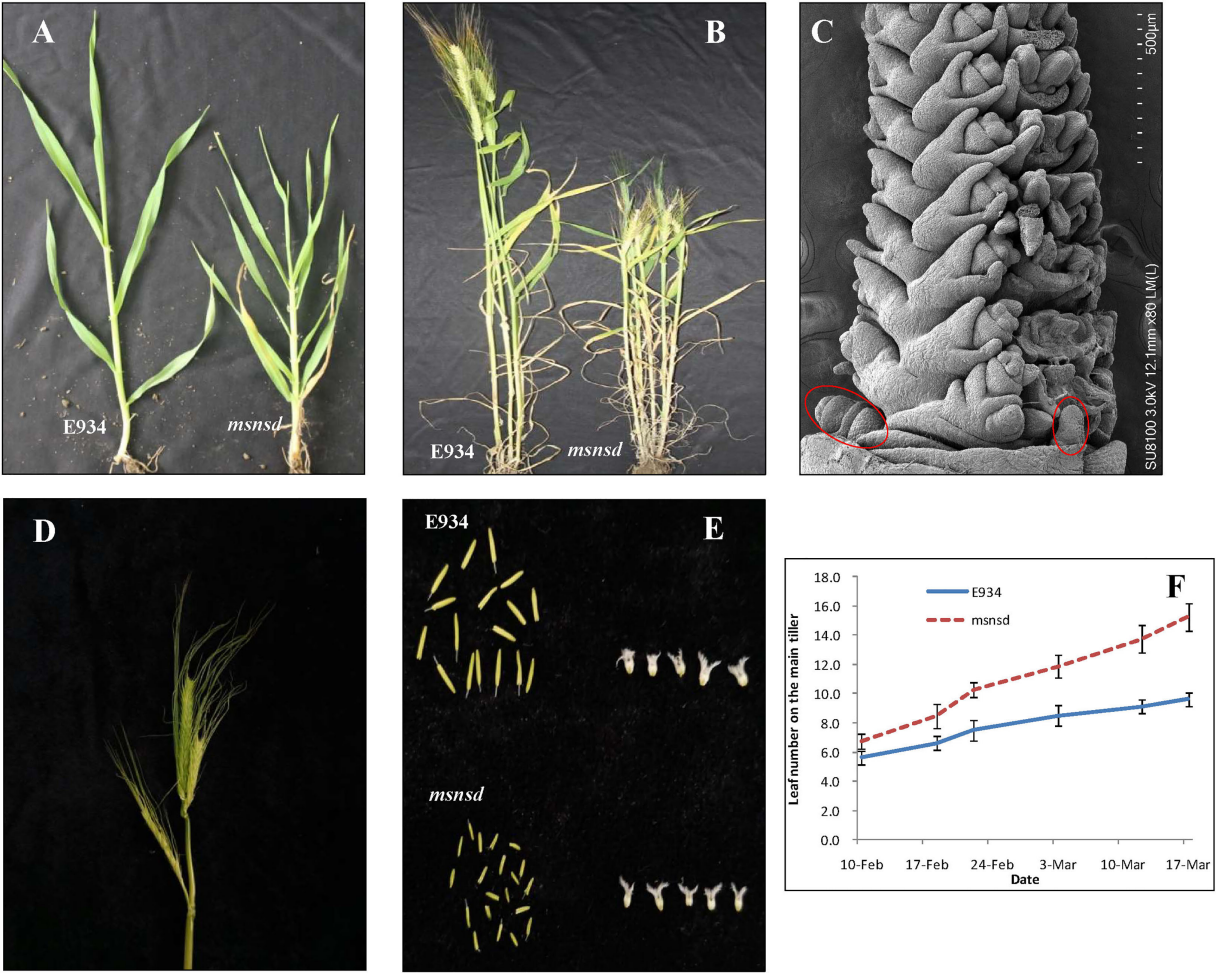
Phenotypes of *msnsd* and E934; **(A)**: E934 and *msnsd* at the jointing stage; **(B)**: Edamai 934 and *msnsd* before maturity; **(C)**: Young inflorescences of *msnsd* (circles indicate an extra inflorescence primordium); **(D)**: Mature spikes of *msnsd;* **(E)**: Stamens and pistils of E934 and *msnsd.* **(F)**: Leaf number on the main tiller of E934 and *msnsd* on different dates.

**Table 1:** Agronomic traits of E934 and *msnsd* plants.

	PH (cm)	NSP	LS (cm)	GNS	NN	Length between nodes (bottom to top, cm)									
						1	2	3	4	5	6	7	8	9	10
E934	64.9	4	6.2	29.1	4.1	5.1	8	8.5	12.6	14.7	16.0				
*msnsd*	38.7^**^	3.7	5^*^	25	8.7^**^	1.2^**^	2.7^**^	3.5^**^	3.7^**^	3.7^**^	4^**^	3.5	4.7	5.6	6.1

PH, Plant height; NSP, Number of spikes per plant; LS, Length of the main spike; GNS, Grain number on the main spike; NN, node number on the main tiller.

### 3.2 Microscopic analysis of stem cells in *msnsd* and E934

To determine whether the shorter *msnsd* stems were caused by cell elongation or proliferation changes, we examined the cell morphology of mature stem sections in the center of *msnsd* and E934 plants longitudinally and horizontally under a microscope. As expected, the *msnsd* stems comprised shorter cells than E934, with the mean length of *msnsd* stem cells about three-fourths of those in E934 (**Figure 2A**). While *msnsd* had more tillers than E934, it had much thinner stems than E934 (**Figure 2B**). Microscopic analysis of the transverse section showed that cell size decreased in *msnsd*, especially on the inner side of the stem (**Figure 2C**), as did cell layers (**Figure 2C**).

**Figure 2:**
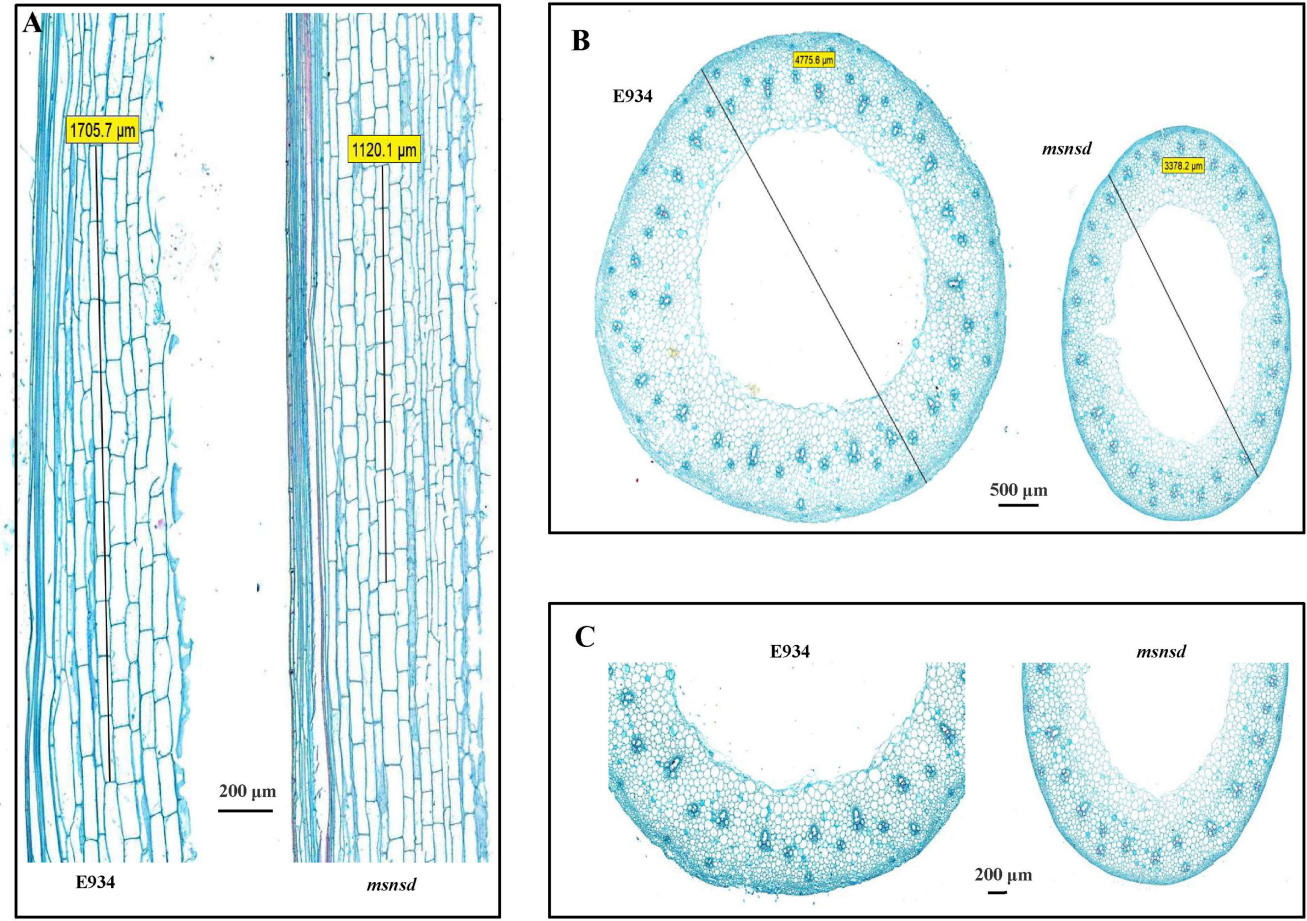
Microscopic analysis of E934 and *msnsd*. **(A)**: the longitudinal culm; **(B)** Transverse sections; **(C)**: Enlarged transverse section. Lines in **(A)** indicate the total length of ten cells. Lines in **(B)** indicate stem diameter.

### 3.3 Analysis of hormone response and quantification of endogenous GA levels

We investigated the response of E934 and *msnsd* to five different hormones to determine whether the dwarf *msnsd* phenotype was caused by a deficiency in GAs or other phytohormones. At the seedling stage, seven days of GA_3_ application significantly increased E934 and *msnsd* seedling lengths relative to the water treatment (**Figures 3A, B** **)**, with the *msnsd* seedling length almost the same as E934 (**Figures 3A, B** ^①^). However, *msnsd* plants grew slower than E934 plants after about two weeks of GA_3_ application (**Figure 3B** ^②^). Furthermore, the GA and control treatments produced similar internode numbers at maturity for E934 and *msnsd* (**Figure 3C**), contributing to the similar plant heights in both treatments at the same stage (**Figures 3B, C** ^③^). GA_3_ sprayed on E934 and *msnsd* at the heading stage increased internode length and plant height in both of them (**Figure 3C**). However, *msnsd* plants remained shorter than E934 plants in all treatments (**Figure 3C**). Except for plant height, all other investigated traits did not differ between the water and hormone treatments and neither *msnsd* nor E934 plants responded to treatment with other hormones in terms of plant height.

**Figure 3:**
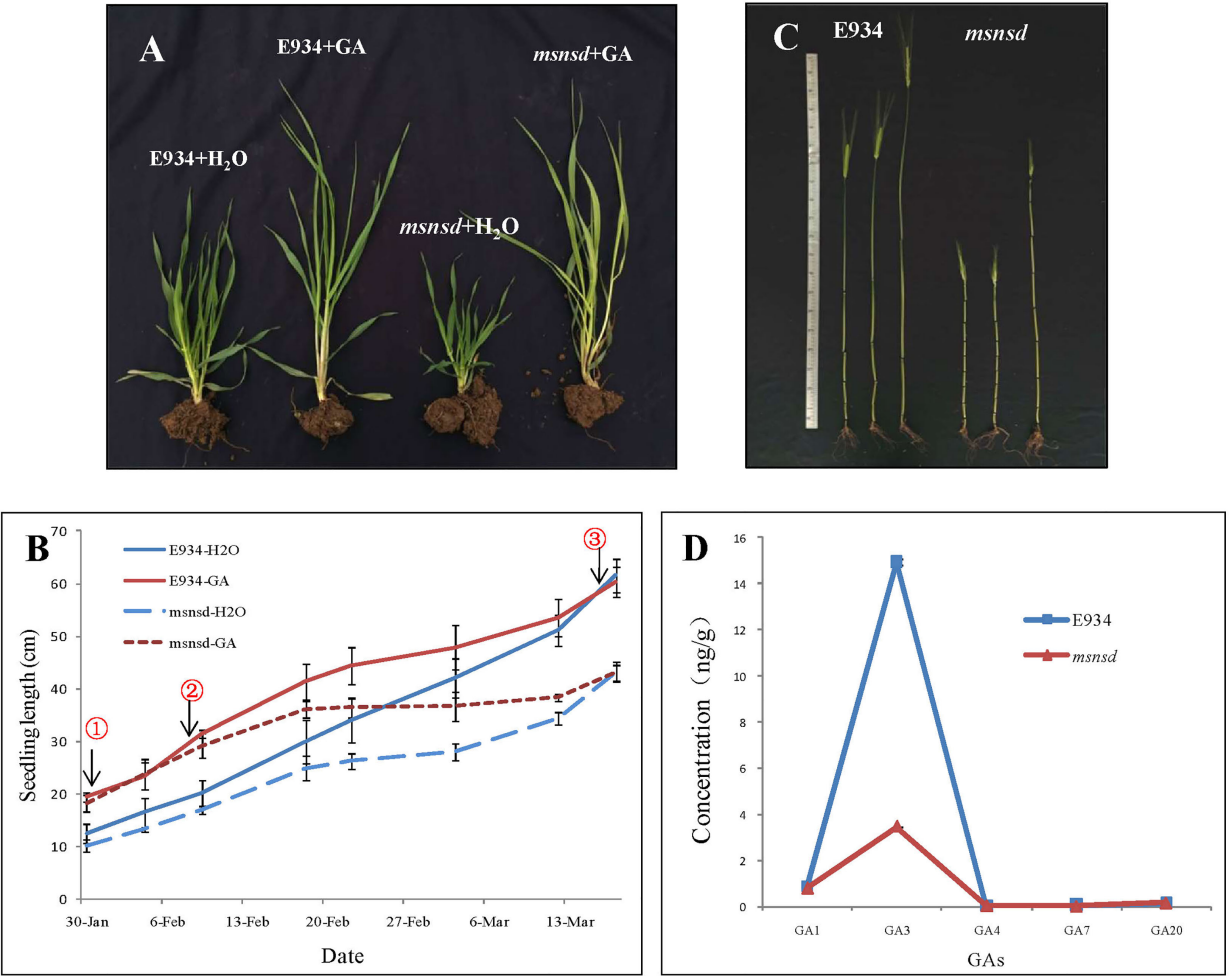
Application and quantification of GA in E934 and *msnsd.* **(A)**: Seedlings of *msnsd* and E934 in the 50 mg/L GA_3_ and control (H_2_O) treatments; **(B)**: Seedling length of *msnsd* and E934 in the 50 mg/L GA_3_ and control (H_2_O) treatments (① Seedling length of *msnsd* and E934 nearly the same with GA_3_ application, ② Growth of *msnsd* plants in the GA_3_ treatment slows, ③ Plant height of *msnsd* and E934 plants nearly the same in the GA3 and water control treatments); **(C)**: Internodes of E934 and *msnsd* in the 50 mg/L GA_3_ and control (H_2_O) treatments (Left to right: control, GA_3_ application at the seeding stage, GA_3_ application at the heading stage); **(D)**: GA concentration in the young apical meristem of *msnsd* and E934 plants.

The concentrations of GA_1_, GA_3_, GA_4_, GA_7_ and GA_20_ in the young apical meristem (excluding inflorescence) in *msnsd* and E934 were determined at the booting stage. The GA_3_ concentration significantly decreased in *msnsd* to about one-fifth of that in E934 (**Figure 3D**). However, the concentration of other GAs did not significantly differ between E934 and *msnsd*.

### 3.4 Genetic analysis of the gene controlling multiple stem nodes and spikes but dwarf phenotype of barley

The *msnsd* mutant was crossed with Harrington to characterize the gene underlying the *msnsd* phenotype. All F_1_ plants showed the wild-type phenotype as Harrington, but individuals of the F_2_ population showed segregation between the wild-type and mutant (multiple stem nodes, dwarf and multiple spikes per tiller) phenotypes. The segregation ratio of wild-type individuals to mutants was 340/109, or 3: 1 ratio using a Chi-square test. Moreover, among the 283 F_2:3_ lines derived from wild-type F_2_ individuals, 99 had the homozygous wild-type phenotype and 184 showed segregation of the phenotype within the family. All 89 F_2:3_ families derived from the *msnsd-*type F_2_ individuals showed a homozygous mutant phenotype, suggesting that the multiple nodes and spikes phenotype in *msnsd* followed a simple Mendelian inheritance pattern, with traits behaving in a single and recessive pattern.

### 3.5 Initial mapping of *HvMSNSD* by BSR-seq analysis

Using pooled RNA samples from 40 wild-type and 40 mutant individuals derived from F_2:3_ families and two parents, 1,445 SNPs or Indels were identified as likely associated with the *HvMSNSD* gene, with most (1,409) located on chromosome 5H (**Table 2**; **Supplementary File 2**). Further analysis showed that among these markers, 1,012 were between the 519 Mb and 577 Mb positions based on the Morex V1 assembly, whereas 389 were between the 638 Mb and 668 Mb positions, suggesting that the *HvMSNSD* gene was on chromosome 5H.

**Table 2:** Number and distribution of SNPs and Indels on each chromosome, identified by BSR-Seq.

Chromosome	Position (Mb)	Number of SNPs/Indels
1H	233	2
	538	1
2H	31	1
	151	6
3H	637	3
	698	2
	230	8
5H	519–577	1012
	638–668	389
6H	113	1
	580	5
7H	2	1
	15	18
Total		1428

### 3.6 Sequence of *MND4* and *MND8* in *msnsd* and E934

Studies have shown that *MND4* (HORVU5Hr1G081060) and *MND8* (HORVU5Hr1G118820) are on chromosome 5H. Further analysis revealed that *MND4* and *MND8* are in the intervals between 562934428–562936259 and 653835747–653839974 bp, respectively, coincident with the two intervals of the candidate gene *HvMSNSD* identified by BSR-seq. Therefore, *MND4* and *MND8* were cloned from E934 and *msnsd* to verify whether they caused the *msnsd* phenotype. The results showed that *msnsd* and E934 had the same sequence for the coding region of *MND4* and *MND8*, suggesting that they might not be the causal genes for *msnsd* in the present study.

### 3.7 Validation of candidate gene markers and preliminary mapping of *HvMSNSD*

Several markers on chromosome 5H were designed based on the Indels identified in the BSR-seq analysis, with their flanking sequences and other Indel markers around the candidate region obtained from published results. The markers were firstly used to screen Harrington and the *msnsd* mutant, with 14 (**Supplementary File 1**; **Supplementary Sheet 1**) showing polymorphisms between the two parents. The markers were then used to genotype 83 F_2:3_ families derived from 46 wild-type and 37 mutant F_2_ individuals. The results showed that 10 of the 83 families were recombinant families, representing four types of genotypes and phenotypes (**Figure 4A**). According to the phenotypic and genotypic data of the 10 recombinant families, the *HvMSNSD* gene was then mapped to the region between Indel5170 (557, 861, 942 bp) and Indel5181 (578, 321, 468 bp) on chromosome 5H (**Figure 4A**), which excluded *MND8* from further analysis.

**Figure 4:**
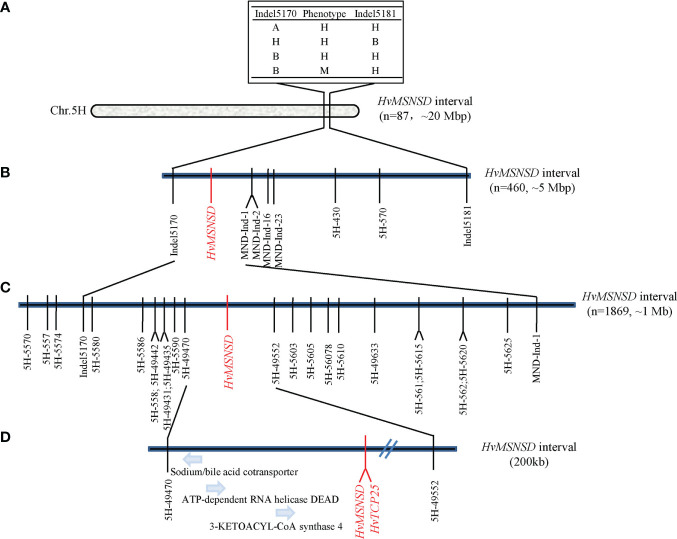
Map-based cloning of *HvMSNSD*; **(A)**: Preliminary mapping of *HvMSNSD*; **(B, C)**: Fine-mapping of *HvMSNSD*; **(D)**: Candidate genes in the target region.

### 3.8 Fine-mapping of *HvMSNSD*

Indel5170 and Indel5181 were applied to the F_2_ population comprising 460 individuals to fine-map *HvMSNSD*. Five polymorphic markers—three Indel markers and two SNP markers in the target region—were further developed according to the BSR-seq analysis results, delimiting *HvMSNSD* to the region between Indel5170 and MND-Ind-1, spanning about 5 Mb (**Figure 4B**; **Supplementary File 1**).

Furthermore, 24 polymorphic SNP markers around the target region were developed and applied to 1,869 F_2:3_ and F_3:4_ homozygous mutant progenies derived from the heterozygous lines. Finally, the gene was narrowed to the region between 5H-49470 (559, 135, 754) and 5H-49552 (560, 194, 831), spanning about 1 Mb on chromosome 5H (**Figure 4C**), further indicating that the reported *MND4* gene was not the causal gene for *msnsd* in this study.

The barley reference genome sequence identified 13 genes within the 1 Mb target region of *HvMSNSD*, with only TCP family members reportedly associated with the spikelet morphology of barley. Therefore, this TCP gene was considered the most likely candidate causal gene for *msnsd* and subjected to further cloning and sequence analysis.

### 3.9 Cloning and analysis of *HvTCP25*

Based on the barley reference genome sequence, the TCP gene in the target region is the previously identified *HvTCP25* gene, which was 999 bps without intron with a TCP conserved domain at the N-terminal of an amino acid coding sequence (interval of 65^th^-126^th^ amino acid). The coding regions and the 800 bps upstream regions of *HvTCP25* from *msnsd*, E934 and Harrington were cloned and sequenced, revealing that the coding region was 1005 bps without intron and *msnsd* had a C-T substitution at +663 in the nearly 2000 bps compared to E934 and Harrington, with no change in amino acids (TTC to TTT).

A PARMS marker (**Supplementary File 1**) was developed based on the C-T variation and used for genotyping the F_2_, F_3_ and F_4_ populations comprising 2,329 individuals. Interestingly, the C-T SNP co-segregated with the *msnsd* phenotype in the large population. Consequently, the *MSNSD* interval was delimited to the 200 kb interval between 5H-49470 and 5H-TCP (**Figure 4D**), which also confirmed that the known *MND4* was not the underling gene for *msnsd*. In addition to *HvTCP25*, three other known genes were identified in the 200 kb region, including sodium/bile acid cotransporter, ATP-dependent RNA helicase DEAD and 3-ketoacyl-CoA synthase 4 (**Figure 4D**). However, none of these genes had sequence variations likely associated with the *msnsd* phenotype after their sequencing in E934, Harrington and *msnsd*.

### 3.10 Transcriptional profiling by RNA sequencing

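RNA-seq libraries were made from young panicles of 0.5 to 1 cm of the *msnsd* mutant and of E934, the barley variety that was treated with EMS and 60Co to obtain it. There were 3 biological replicates of each genotype, 6 libraries in all. The authors quantified transcripts with Salmon on the Morex V3 assembly and deposited 1 value per gene and library in TPM, which divides reads by transcript length and then by the library total, listed to the second decimal, beside the columns of their own DESeq2 comparison. TPM scales every library to the same total, and the deposited values sum to between 999916 and 999936 per library, so the sequencing depth of each library is unknown. The authors' mean normalized counts give 1 value per gene over all libraries and sum to 3.66e+07, which is not the depth of a library, so no counting error per library is given. Between 33227 and 35537 genes had a TPM above 0 in a library, and the 100 most abundant genes took from 19.6% to 21.7% of the TPM. Across the 23079 genes with a mean TPM of at least 1, Pearson correlations of log2 values ranged from 0.951 to 0.968 between libraries of a genotype and from 0.947 to 0.958 between genotypes. These correlations are across genes, which are not independent replicates. The first principal component (28.7% of the variance) separated the genotypes, and the second (23.6%) set replicate 1 of E934 apart from the other E934 libraries. Genes with a mean TPM of at least 0.1 over the 6 libraries were tested for a difference between genotypes with limma on log2(TPM + 0.1), with a mean-variance trend and Benjamini-Hochberg adjustment. The paper's thresholds were kept, an absolute log2 fold change of at least 1.5 and an adjusted p of at most 0.05. Log2 fold changes are *msnsd* over E934 on the log2(TPM + 0.1) scale, and for genes with low TPM their size depends on the pseudocount.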

Transcriptome analysis was conducted on 0.5–1 cm young panicles of *msnsd* and E934 to determine the potential target genes of *HvMSNSD* that regulated barley development. A set of 118 DETs were discovered between *msnsd* and E934 (**Supplementary Files 3**, **4**), with 83 and 35 DETs upregulated and downregulated, respectively, in *msnsd* compared with E934. 

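In the limma test of 32968 genes, 22 had an adjusted p of at most 0.05 after Benjamini-Hochberg adjustment, and 16 of them also passed the fold change threshold, 7 higher and 9 lower in *msnsd*. At an unadjusted p under 0.05 there were 3517 genes, of which 568 had an absolute log2 fold change of at least 1.5. The second number depended on the pseudocount, with 61 at a pseudocount of 1 and 649 at 0.01. With a filter at a mean TPM of 1 it was 190. Of the 118 transcripts in Supplementary File 4, 117 passed the filter on low TPM, 14 of them were past the threshold when adjusted over all genes tested, and 102 when adjusted over the list alone. Since the list is the paper's own calls on these libraries, the second number shows no stability. All 117 had an unadjusted p under 0.05 and the direction listed in the paper, and in 117 of the 118 every *msnsd* library lay on one side of every E934 library. Chance gives this for 10% of genes with 3 libraries against 3, but the transcripts were called on these same libraries, so it shows no stability either. Their adjusted p from limma ranged from 0.0124 to 0.468 with a median of 0.146.
Among the genes past the threshold, the largest rise at the pseudocount of 0.1 was in HORVU.MOREX.r3.2HG0096370, annotated as receptor kinase 1 (chromosome 2H, 2030784 to 2071548). It had 0.127 ± 0.0513 TPM in E934 and 4.83 ± 0.664 TPM in *msnsd* (SD, n = 3). Its log2 fold change was 4.46 (standard error 0.31, limma adjusted p = 0.0124). HORVU.MOREX.r3.2HG0206070, a low-confidence gene annotated as 50S ribosomal protein L2 (chromosome 2H, 638608100 to 638608898), rose from 2.50 ± 0.880 to 21.5 ± 4.40 TPM (SD, n = 3). Its log2 fold change was 3.09 (standard error 0.28, limma adjusted p = 0.0273). At a pseudocount of 1 it was 2.69, above the 2.37 of HORVU.MOREX.r3.2HG0096370, so the order of the rises depends on the pseudocount. HORVU.MOREX.r3.7HG0704610, a low-confidence gene not in Supplementary File 4, was listed at 0 in the 3 E934 libraries and at 1.36, 0.98 and 1.36 TPM in *msnsd* (limma adjusted p = 0.0483). The authors' deposited table gives it a mean normalized count of 1.51, an unadjusted p of 0.0627 and no adjusted p, so the call rests on few reads and is uncertain. Among the falls, HORVU.MOREX.r3.7HG0719630, an SPX domain gene (chromosome 7H, 525358807 to 525359127), had 6.76, 20.38 and 6.76 TPM in E934 and was listed at 0 in each *msnsd* library, as was HORVU.MOREX.r3.6HG0580680, annotated as Dynamin-3 (chromosome 6H, 213760133 to 213760717), after 3.16, 3.72 and 4.28 TPM in E934. Both are low-confidence genes and had an adjusted p of 0.0124 from limma.
The other named falls lie in a pair of short stretches of neighbouring genes. On chromosome 6H from 467400583 to 467410729, 9 of 11 annotated genes are in Supplementary File 4, and the summed TPM of the 11 genes was 84.3 ± 14.5 in E934 and 13.4 ± 0.649 in *msnsd* (SD, n = 3). Its low-confidence gene HORVU.MOREX.r3.6HG0608290 fell by 3.30 on the log2 scale (standard error 0.34, limma adjusted p = 0.0475). On chromosome 4H from 254678123 to 254715418, 4 of 9 annotated genes are in Supplementary File 4, and 8 of the 9 are low-confidence genes, those named next among them. There HORVU.MOREX.r3.4HG0366860 fell from 10.3 ± 3.51 to 0.0367 ± 0.0635 TPM (SD, n = 3; limma adjusted p = 0.0124), and HORVU.MOREX.r3.4HG0366840, which is not in Supplementary File 4, was listed at 0 in each *msnsd* library after 2.56, 2.05 and 3.28 TPM in E934 (limma adjusted p = 0.0153). The authors' deposited table gives it a mean normalized count of 4.51, an unadjusted p of 0.000463 and no adjusted p. With the replicate number as a block, 0 genes were past the threshold and 3525 had an unadjusted p under 0.05. Deviations of same-numbered libraries from their genotype means had correlations across genes of 0.0186, -0.160 and 0.0730 for replicates 1, 2 and 3. In 4 of the 6 fits that left out a library there were also 0 genes past the threshold, and across the 6 fits between 2302 and 5120 genes had an unadjusted p under 0.05.

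**Figure D1:**
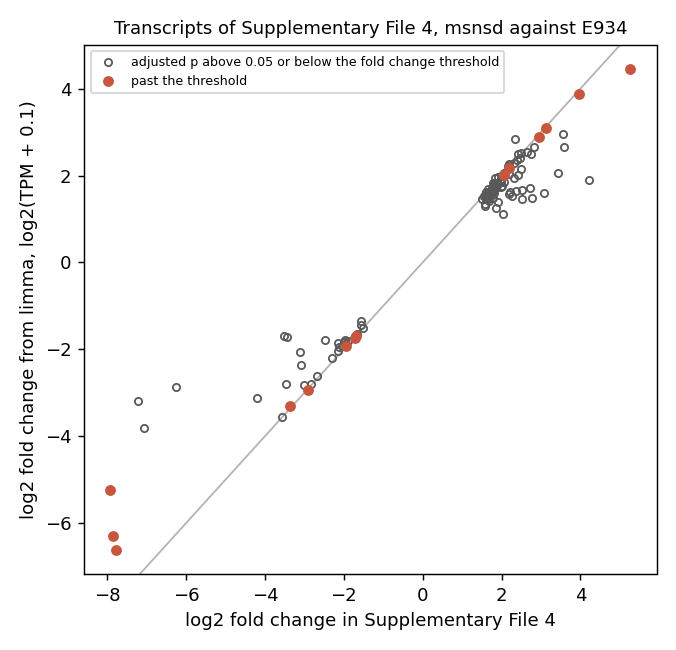
Log2 fold change of *msnsd* over E934 for the 117 tested transcripts of Supplementary File 4, with the paper's listed value on the x axis and the limma value on the log2(TPM + 0.1) scale on the y axis. Each point is a transcript, filled points are the 14 past the threshold over all genes tested, and the grey line marks equal values.

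**Figure D2:**
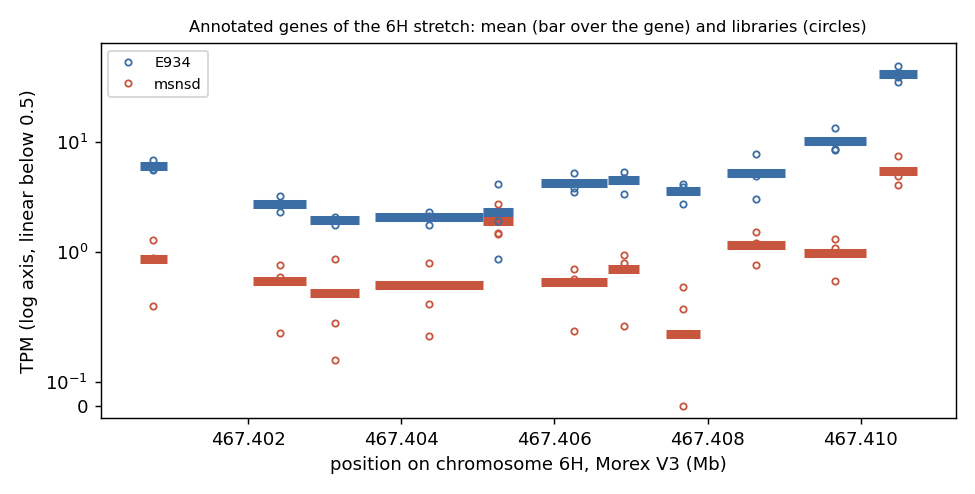
TPM of the 11 annotated genes of the 6H stretch against their position in Morex V3 (Mb), on an axis that is logarithmic above 0.5 TPM and linear below. Horizontal bars span each gene at the mean of E934 (blue) or *msnsd* (red), and circles are the 3 libraries of each genotype; in 10 of the genes every *msnsd* library lies below every E934 library.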

According to the RNA-seq data, *HvTCP25* had a slightly but not significant lower expression level in *msnsd* than E934, but interestingly, the *HvMSNSD* mutation upregulated the recently cloned *MND1* gene (HORVU.MOREX.r3.7HG0742750) more than four-fold, while the other two *MNDs* (*MND4* and *MND8*) were not responsive. Moreover, expression of the other three genes in the target region, including sodium/bile acid cotransporter, ATP-dependent RNA helicase DEAD and 3-ketoacyl-CoA synthase 4, was not changed by the mutation of *HvMSNSD*.

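*MND1* (chromosome 7H, 610167544 to 610169619, annotated as an N-acetyltransferase) had 1.35, 3.30 and 1.86 TPM in the E934 libraries and 8.96, 12.14 and 8.38 TPM in the *msnsd* libraries, means of 2.17 ± 1.01 and 9.83 ± 2.02 TPM (SD, n = 3). Its log2 fold change was 2.20 (standard error 0.33), and its adjusted p of 0.0906 from limma with Benjamini-Hochberg adjustment over all genes lay above the threshold. The authors' DESeq2 comparison of the same libraries gives *MND1* a log2 fold change of 2.2 and an unadjusted p of 1.96e-17, so the call depends on the test. The libraries of the genotypes did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The alternative that lowered the log2 fold change most was a pseudocount of 1, which gave 1.80. *HvTCP25* is HORVU.MOREX.r3.5HG0497460 (chromosome 5H, 494905007 to 494906005, 999 bp), identified by the order, length, description and protein domain of the genes in the interval. It had 6.04 ± 1.95 TPM in E934 and 7.73 ± 0.745 TPM in *msnsd* (SD, n = 3), a log2 fold change of 0.39 (standard error 0.23, limma adjusted p = 0.564), with overlapping libraries (exact permutation test, two-sided, p = 0.3). *MND4* and *MND8* were not analysed here. From the rise of *MND1*, and from the lack of response of the other *MND* genes, the paper proposes that *HvMSNSD* regulates barley development through *MND1*.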

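The sodium/bile acid cotransporter gene of the interval (HORVU.MOREX.r3.5HG0497360, chromosome 5H, 494756515 to 494759696) had 14.0 ± 1.06 TPM in E934 and 13.9 ± 1.08 TPM in *msnsd* (SD, n = 3), a difference smaller than the spread between replicates (limma adjusted p = 0.991). The ATP-dependent RNA helicase gene (HORVU.MOREX.r3.5HG0497370, 494768253 to 494772543) had 278 ± 17.0 and 266 ± 17.1 TPM (SD, n = 3), and its log2 fold change of -0.07 (standard error 0.08) had an adjusted p of 0.793 from limma. The file annotates 2 genes of the interval as 3-ketoacyl-CoA synthase, and the paper's text does not say which of them is 3-ketoacyl-CoA synthase 4. HORVU.MOREX.r3.5HG0497440 (494866587 to 494868270) had 44.1 ± 4.26 and 47.4 ± 5.67 TPM (SD, n = 3), with a log2 fold change of 0.10 (standard error 0.12, limma adjusted p = 0.782). HORVU.MOREX.r3.5HG0497430 (494837705 to 494839486) was low in both genotypes, at 0.193 ± 0.0764 and 0.323 ± 0.0586 TPM (SD, n = 3). Its *msnsd* libraries lay above its E934 libraries, but its log2 fold change of 0.56 was close to its standard error of 0.43 (limma adjusted p = 0.680).

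**Figure D3:**
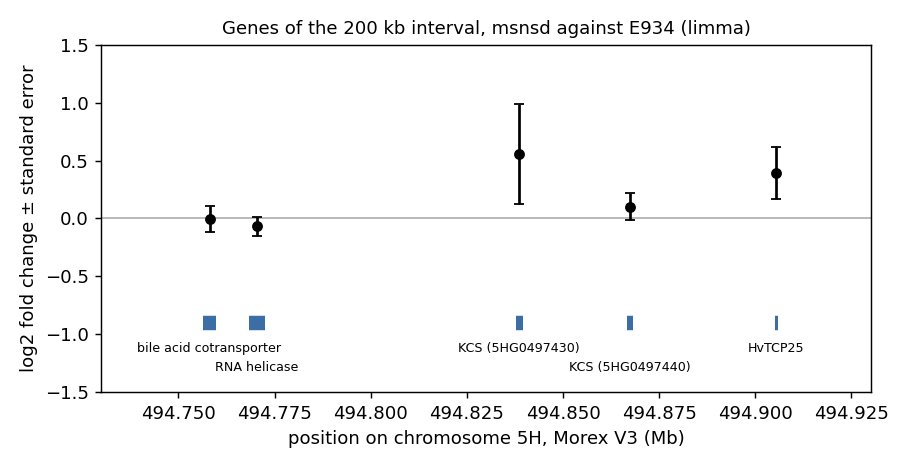
Log2 fold change of *msnsd* over E934 from limma, on the log2(TPM + 0.1) scale, for the named genes of the 5H interval against their position in Morex V3 (Mb). Points are estimates, bars are standard errors, and blue blocks mark the extent of each gene; estimates lie between -0.07 and 0.56.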

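The descriptions in the deposited file were searched for gibberellin (GA), its oxidases, ent-kaurene, ent-copalyl, kaurenoic acid, DELLA and GID1, which matched 43 genes. Of these, 36 passed the filter on low TPM. None was past the threshold (0 of 36), and 8 had an unadjusted p under 0.05. Their log2 fold changes ran from -1.64 to 2.65 with a median of 0.04, and the smallest adjusted p from limma was 0.122. The match by description also takes in genes annotated only as gibberellin-regulated. Among the 3 genes with an absolute log2 fold change of at least 1.5, the largest change was in HORVU.MOREX.r3.7HG0722680, annotated as gibberellin 2-oxidase 8 (chromosome 7H, 544143406 to 544143747), a gene chosen after its values were seen. It had 0.720 ± 0.701 TPM in E934 and 3.60 ± 2.11 TPM in *msnsd* (SD, n = 3). With a standard error of 1.04 its log2 fold change of 2.65 had a limma adjusted p of 0.438. The log2 fold change was 1.38 with a pseudocount of 1 and 3.78 with 0.01. It was 1.48 without E934 replicate 1, where the gene is listed at 0, and 3.43 without E934 replicate 2. The authors' DESeq2 comparison gives this gene an adjusted p of 0.23. Some other tested genes of the search have a listed adjusted p from 0.01 to 0.05 in that comparison. Their log2 fold changes there run from -1.05 to 0.64, short of the fold change threshold, and their limma adjusted p ran from 0.219 to 0.237. The absence of GA genes past the threshold therefore does not exclude smaller changes.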

Though *msnsd* was GA-deficient and responded to GA application (GA-responsive), no GA biosynthesis and GA metabolisome related genes was identified to be DETs. Next, the 118 DETs were subjected to GO enrichment analysis to identify pathways likely regulated by *HvMSNSD*. Eleven GO terms were significantly enriched (**Table 3**). 

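Table 3 lists 19 transcripts. Of the 18 that passed the filter on low TPM, 18 were higher in *msnsd*, with log2 fold changes from 1.39 to 3.88, and 3 were past the threshold in limma over all genes, where their adjusted p ranged from 0.0124 to 0.375. In all 19 the libraries of the genotypes did not overlap, which shows no stability, since the transcripts were called on these same libraries. The smallest adjusted p was that of HORVU.MOREX.r3.2HG0204250, an isoaspartyl peptidase/L-asparaginase gene on chromosome 2H (633576940 to 633579983), with 1.35 ± 0.260 TPM in E934 and 10.4 ± 0.818 TPM in *msnsd* (SD, n = 3). The deposited file gives GO terms for 8 of the 19. With those terms, and with the 21497 tested genes that have any GO term as background, 61 terms held at least 2 of the 72 annotated transcripts of Supplementary File 4. A one-sided Fisher's exact test put 2 of the 61 under an FDR of 0.05, GO:0020037, heme binding (6 transcripts of 295 genes, FDR = 0.0218) and GO:0016036, cellular response to phosphate starvation (2 transcripts of 12 genes, FDR = 0.0218), and 16 terms had an unadjusted p under 0.05. For the 16 genes past the threshold in limma, 10 had GO terms, and 3 of 7 terms tested were under an FDR of 0.05, each resting on 2 genes. These were GO:0005874 (microtubule), GO:0008017 (microtubule binding) and GO:0005856 (cytoskeleton), each with an FDR of 0.00641. Testing only terms that hold at least 2 of the genes makes these FDR values too small. Over all 4943 terms with at least 2 background genes, a choice made after seeing the data, 0 terms were under an FDR of 0.05 for either list.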

Strikingly, three of the six enriched GO terms in Biological Process—”post-embryonic plant morphogenesis”, “mRNA transcription” “ and “response to light stimulus” —were related to three light-dependent short hypocotyl (LSH)-like proteins/genes, which were upregulated in *msnsd* compared with E934. In addition, two TERMINAL FLOWER1 (TFL1) genes belonging to the GO term “negative regulation of flower development” were upregulated in *msnsd* (**Supplementary File 4**). Moreover, some known genes controlling inflorescence development in barley showed differential expression in *msnsd* and E934. 

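The deposited file gives the protein domain of LSH-like proteins to 10 genes, and all 10 were tested. HORVU.MOREX.r3.6HG0596190 (chromosome 6H, 375263206 to 375263820) rose from 3.77 ± 1.11 TPM in E934 to 17.0 ± 1.16 TPM in *msnsd* (SD, n = 3), a log2 fold change of 2.18 (standard error 0.21), and was past the threshold with a limma adjusted p of 0.0420. Without the mean-variance trend this p was 0.0689, and it ran from 0.0227 to 0.236 over the alternatives set before the data were examined. HORVU.MOREX.r3.2HG0181760 (chromosome 2H, 559020274 to 559022048) rose from 4.55 ± 1.36 to 23.5 ± 5.67 TPM (SD, n = 3), a log2 fold change of 2.36 (standard error 0.27) with a limma adjusted p of 0.0600, which fell to 0.0469 under a filter at a mean TPM of 1. The lowest of the 3 genes of Table 3, HORVU.MOREX.r3.1HG0071800 (chromosome 1H, 456363361 to 456364721), had 0.360 ± 0.187 and 1.13 ± 0.370 TPM (SD, n = 3), a log2 fold change of 1.45 (standard error 0.44, limma adjusted p = 0.326). In the authors' DESeq2 comparison the unadjusted p is 5.03e-27 for the 2H gene and 0.000411 for the 1H gene. Counting all 10 genes, 5 were higher in *msnsd* at an unadjusted p under 0.05 and 0 were lower.

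**Figure D4:**
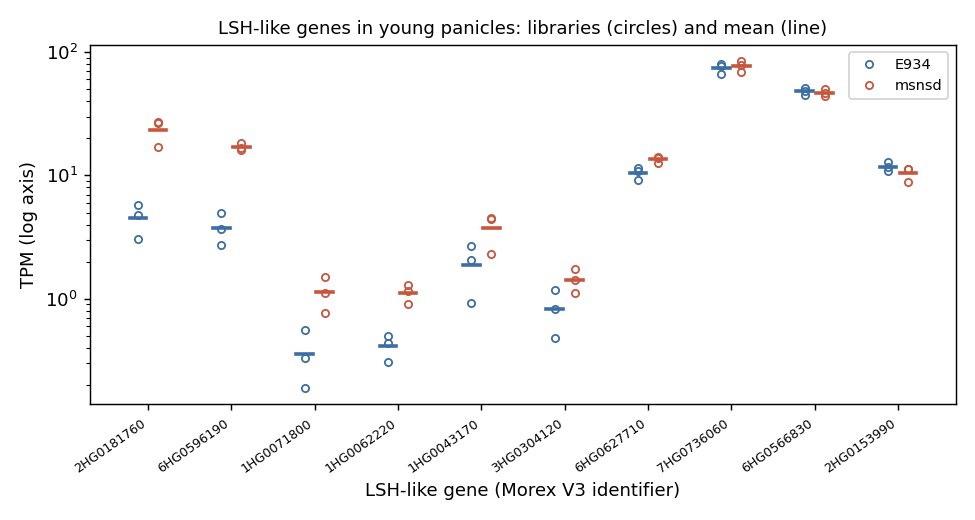
TPM on a log axis of the 10 genes with the LSH domain in E934 (blue) and *msnsd* (red) young panicles, ordered by log2 fold change. Circles are the 3 libraries of each genotype and lines are means; the leftmost 3 genes are those of Table 3.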

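The *TFL1* gene on chromosome 4H (HORVU.MOREX.r3.4HG0407080, 577055627 to 577056705) had 0.583 ± 0.372 TPM in E934 and 9.20 ± 1.74 TPM in *msnsd* (SD, n = 3). Its log2 fold change of 3.88 (standard error 0.38) was past the threshold, with a limma adjusted p of 0.0427. Without the mean-variance trend this p was 0.0680, and it ran from 0.0205 to 0.254 over the alternatives set before the data were examined. The *TFL1* gene on chromosome 2H (HORVU.MOREX.r3.2HG0166090, 460537768 to 460538770) was the more abundant, with 13.5 ± 5.66 and 71.6 ± 13.4 TPM (SD, n = 3). Its log2 fold change was 2.49 (standard error 0.34), and its limma adjusted p of 0.0748 lay above the threshold. In the authors' DESeq2 comparison its unadjusted p is 2.14e-20. In both genes every *msnsd* library exceeded every E934 library (exact permutation test, two-sided, p = 0.1, the smallest possible).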

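HORVU.MOREX.r3.7HG0664320, a MADS-box transcription factor gene on chromosome 7H (80759161 to 80765868), had 4.23 ± 1.06 TPM in E934 and 14.1 ± 2.96 TPM in *msnsd* (SD, n = 3). The log2 fold change was 1.72 (standard error 0.23), and its limma adjusted p over all genes was 0.0738. HORVU.MOREX.r3.2HG0176250, which encodes a BTB/POZ and TAZ domain protein (chromosome 2H, 531530450 to 531532270), was low in both genotypes, with 0.27, 1.40 and 0.64 TPM in E934 and 0.02, 0.16 and 0.22 TPM in *msnsd*. It fell by 1.79 on the log2 scale (standard error 0.66, limma adjusted p = 0.408). This value depended on the pseudocount, and was -0.60 with a pseudocount of 1 and -2.59 with 0.01. Neither gene had overlapping libraries (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). In the authors' DESeq2 comparison the unadjusted p is 2.37e-15 for the MADS-box gene and 0.000569 for the BTB/POZ and TAZ gene.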

For example, the expression of a member of MADS-box gene family (HORVU.MOREX.r3.7HG0664320) increased in *msnsd*, while the expression of BTB/POZ and TAZ domain-containing protein (HORVU.MOREX.r3.2HG0176250) decreased (**Supplementary File 4**).

**Table 3:** Enriched GO terms.

GO term	Description	Ratio in foreground	Ratio in background	FDR	GeneID (HORVU.MOREX.r3.)
Biological_Process					
GO:0090698	post-embryonic plant morphogenesis	3/47	10/18094	0.000169	2HG0181760 6HG0596190 1HG0071800
GO:0009299	mRNA transcription	3/47	12/18094	0.000169	2HG0181760 6HG0596190 1HG0071800
GO:0009061	anaerobic respiration	2/47	5/18094	0.00208	7HG0703280 7HG0703270
GO:0016540	protein autoprocessing	2/47	10/18094	0.00697	2HG0204250 2HG0204260
GO:0009416	response to light stimulus	4/47	159/18094	0.0145	2HG0181760 6HG0596190 1HG0071800 7HG0670450
GO:0009910	negative regulation of flower development	2/47	22/18094	0.0234	4HG0407080 2HG0166090
Molecular_Function					
GO:0004067	asparaginase activity	2/53	6/19365	0.00652	2HG0204250 2HG0204260
GO:0008798	beta-aspartyl-peptidase activity	2/53	8/19365	0.00652	2HG0204250 2HG0204260
Cellular_Component					
GO:0005797	Golgi medial cisterna	3/60	56/19782	0.0184	5HG0486560 7HG0703280 7HG0703270
GO:0099503	secretory vesicle	3/60	103/19782	0.0422	6HG0620630 6HG0611080; 2HG0205530
GO:0048046	apoplast	6/60	513/19782	0.0422	6HG0620630; 7HG0665050 5HG0429970 2HG0166450 6HG0617040 6HG0617020

## 4 Discussion

### 4.1 *msnsd* may be a valuable resource for barley breeding and study

The multiple nodes and dwarf (*mnd*) mutants of barley are a valuable resource for detecting genes that control shoot branching and vegetative versus reproductive growth (Walla et al., 2020), with several *mnd* mutants identified in the last century. *msnsd* is a “multiple stem nodes and spikes and dwarf” mutant of barley identified from the ^60^Co- and EMS-treated E934 variety. The pleiotropic alteration is independent of external conditions and sowing date in *msnsd*, which differs from *mnd*, whose dwarf phenotype could only be observed under field conditions but not in glasshouse (Mascher et al., 2014). In addition, *msnsd* provides a valuable genetic resource for lodging resistance according to its field performance. Spikes per plant and grains per spike are two of the three most important yield components for the grass family, therefore, the increased tillers and multiple spikes per tiller in *msnsd* could be favorable traits for barley breeding. However, the higher rate of infertility of these external spikes due to decrescent reproductive organs decreases the grain number in *msnsd*. While several *mnd* mutants have been identified, only three genes associated with *mnd* have been cloned (Mascher et al., 2014; Walla et al., 2020; Hibara et al., 2021). Therefore, characterizing *msnsd* and its causal gene will be helpful for illustrating barley morphogenesis and breeding barley varieties with lodging resistance and higher yield potential by optimizing the balance between spike number and fertility rate.

### 4.2 Dwarf phenotype of *msnsd* caused by inhibited cell elongation and shortened phyllochron

It is well known that dwarf phenotypes of plants are induced by shortened cells, inhibited cell division, or both. In wheat, peduncle tissues of DD399 comprised shorter cells than the wild-type ND399, which may have reduced its plant height (Wu et al., 2021). Likewise, the length of parenchyma cells significantly decreased in the maize dwarf mutant *dnl2* (Han et al., 2022). In barley, the significantly reduced length of the uppermost internode in the mutant Sheathed Spike 1 (SS1) was attributed mainly to suppressed cell elongation (Pu et al., 2021). However, the reduced plant height of two maize dwarf mutants, *short internode length1* (*sil1*) and *short internode length2* (*sil2*), was caused by decreased cell numbers and longitudinal cell size (Li et al., 2020). In the present study, the cell length of mature stems decreased in *msnsd*, suggesting inhibited cell elongation. Moreover, successive leaves on the main culm of *msnsd* appeared faster than E934, with a shorter time interval from node initiation to maturity. Thus, it was inferred that an inhibited cell elongation and shorter phyllochron of *msnsd* caused shorter internodes and the dwarf phenotype. In addition, the decreased cell size and cell number may contribute to the reduced stem diameter and thickness in *msnsd*.

### 4.3 *msnsd* was gibberellin-deficient but GA-sensitive

GA is a well-known phytohormone that plays a key role in plant growth and development, especially plant height. If exogenous GA application promoted plant growth, the plant was considered GA-sensitive; otherwise, it was called GA-insensitive (Ellis et al., 2004). Many studies have been conducted to study the effect of GA on plant height. The known dwarfing genes *Rht-B1b* and *Rht-D1b* in wheat were considered GA-insensitive dwarfing genes due to their reduced response to GA (Peng et al., 1999), whereas the plant height of wheat *Rht12* dwarf lines increased by more than 50% in the GA_3_ treatment (Chen et al., 2014) and the wheat dwarf mutant DD399 also had significantly longer seedling and coleoptile lengths in the GA treatment than the non-treated control (Wu et al., 2021). Some dwarf mutants in plants, like the dwarf and narrow-leaf mutant *dnl2* in maize, are GA biosynthesis-deficient mutants, with significantly lower GA concentrations than the wild-type mutant (Han et al., 2022). Inhibition of UI parenchyma cell extension in barley *SS1* was possibly related to insufficient amounts of endogenous bioactive gibberellins (Pu et al., 2021). In the present study, GA_3_ application promoted stem elongation in E934 and *msnsd* plants at the vegetative and reproductive stages, suggesting that these plants are GA-sensitive, with *msnsd* mutants deficient in GA biosynthesis rather than GA signal transduction. Further quantification of GAs in apical meristems showed that the GA biosynthesis, particularly GA_3_, was significantly inhibited in *msnsd*. Interestingly, the increase in plant height in *msnsd* slowed after 14 days of GA application at the seedling stage and almost stopped after 28 days, indicating that the GA sprayed on *msnsd* seedlings had been used up after one month. GA application at the heading stage also increased plant height, confirming that the GA amount was insufficient, but external GA application could trigger GA signaling in *msnsd*. The GA_3_ treatment did not change spike performance in *msnsd*; however, the crosstalk between hormones such as auxin, cytokinin, gibberellins and abscisic acid along the spike sections played a decisive role in spike and spikelet development of barley (Youssef and Hansson, 2019), suggesting that the morphology of stem and spike of *msnsd* formed through independent pathways. In barley, GA_3_-treated *vrs2* also exhibited typical symptoms of gibberellin application, such as elongation of stem and spike internodes, but still showed gradients in lateral spikelet fertility along the spike, as observed in the non-treated control plants (Youssef et al., 2017). Genetic studies also confirmed that the rice PLASTOCHRON genes *PLA1* and *PLA2* acted downstream of the GA signal transduction pathway to regulate leaf growth by affecting cellular proliferation (Mimura et al., 2012; Mimura and Itoh, 2014).

### 4.4 *HvTCP25* might be the causal gene for *msnsd*, with pleiotropic effects on stem and spike development

Among the identified barley multiple stem nodes and dwarf mutants in the current study, some mutants had similar spike performance to the *msnsd* mutant, developing more than one spike on each tiller. A genetic analysis showed that two independent but closely linked recessive genes controlled some of the multiple nodes and dwarf mutant phenotypes (Xu and Huang, 1999). However, some previous studies (Li and Li, 1994) and our study showed that a single recessive gene controlled ‘spike variation and multiple nodes and dwarf’ phenotypes, which exerted pleiotropic effects on stem and spike morphology in barley.

To date, three genes responsible for this phenotype in barley (*MND1*, *MND4* and *MND8*) encoded Acyl-CoA N-acetyltransferase-like protein, cytochrome P450 and MATE family transporter protein, respectively. While *MND4* and *MND8* were on chromosome 5H, the mapping and sequencing analysis showed they were not the causal gene for the *msnsd* mutant in this study. Screened by BSR-seq and map-based cloning, the *MSNSD* gene was mapped on chromosome 5H in a 1 Mb interval. Among the 13 high-confidence genes in the 1 Mb target region, only plant-specific *TCP* transcription factor family genes have been reported responsible for branched spike formation in barley. According to published public datasets, 20 TCP genes encoding mature proteins have been identified in barley (Gao et al., 2021). Mutation in the CYC/TB1-type *TCP* on chromosome 5H produced a branched inflorescence in the *bdi1* mutant (Shang et al., 2020), while another member COMPOSITUM 1 specified branch-inhibition in barley (Triticeae) versus branch-formation in non-Triticeae grasses (Poursarebani et al., 2020). Apart from the identity of the spikelet meristem, TCP members also participated in barley seed germination (Seven and Akdemir, 2020) and selection from wild barley (*Hordeum vulgare* ssp. *spontaneum*) to cultivated barley (*Hordeum vulgare* subsp. *vulgare*) (Gao et al., 2021). In the present study, the *TCP* gene in the target region is the known *HvTCP25* gene (Gao et al., 2021), belonging to subgroup class I, as distinguished by the deletion of four amino acids at the N-terminal. Based on the publicly released RNA-seq datasets, *HvTCP25* had a very low expression level across the 21 investigated tissues and developmental stages (Gao et al., 2021), but its function remains unclear. However, the TCP domain of the members of this gene family was quite conserved between barley and its relatives, suggesting that they play similar roles in plant development. In this study, while the multiple spikes per tiller in *msnsd* differed from the branched spike mentioned earlier, re-sequencing of *HvTCP25* in *msnsd*, E934 and Harrington identified a C-T SNP on it. While the C-T variation was a nonsense mutation, it co-segregated with the *msnsd* phenotype in the large mapping population comprising 2,329 progenies, indicating that *HvTCP25* is most likely the causal gene for the *msnsd* phenotype in the current study. However, *HvTCP25*’s precise function and mechanisms in the *msnsd* phenotype remain under investigation.

### 4.5 *HvMSNSD* may regulate barley infloresence development by known genes associated with floral development

Studies on the rice plastochron and barley multiple nodes and dwarf mutants confirmed that the responsible genes independently regulated these traits (Kawakatsu et al., 2006; Hibara et al., 2021). Among the three investigated *MND*s based on our RNA-seq results, the *HvMSNSD* mutation induced *MND1* expression. Further analysis demonstrated that *MND8* was not expressed in young panicles (0.5–1 cm) of E934 or *msnsd*, while *MND4* was expressed in E934 and *msnsd* with no difference between them. These results suggest that *HvMSNSD* regulates barley development through *MND1*. However, both *MND4* and rice *PLA1* encoded plant-specific cytochrome P450 protein family genes, expression of three P450 genes (**Supplementary File 3**) were up-regulated in *msnsd*, implying that they might cause the shorter plastochron in *msnsd*.

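The 3 cytochrome P450 transcripts of Supplementary File 4 are all low-confidence genes of the Morex V3 annotation. In the authors' DESeq2 comparison their unadjusted p is 5.37e-12 (chromosome 1H), 3.11e-07 (6H) and 0.000625 (7H). HORVU.MOREX.r3.1HG0008190 (chromosome 1H, 17506573 to 17509260) had 0.607 ± 0.224 TPM in E934 and 2.73 ± 0.475 TPM in *msnsd* (SD, n = 3), a log2 fold change of 2.04 (standard error 0.34, limma adjusted p = 0.103). HORVU.MOREX.r3.6HG0607330, annotated as an ABA 8'-hydroxylase (chromosome 6H, 462476553 to 462479234), had 1.39 ± 0.564 and 4.28 ± 1.63 TPM (SD, n = 3), a log2 fold change of 1.56 (standard error 0.42, limma adjusted p = 0.271). HORVU.MOREX.r3.7HG0637030 (chromosome 7H, 4943493 to 4945376) was barely detected in E934, at 0.113 ± 0.0808 TPM against 0.580 ± 0.295 TPM in *msnsd* (SD, n = 3), and its log2 fold change of 1.64 (standard error 0.54, limma adjusted p = 0.354) was 0.49 with a pseudocount of 1. Of 204 tested genes described as P450, 0 were past the threshold, 15 were higher and 8 lower at an unadjusted p under 0.05.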

While all *mnd* mutants showed a dwarf phenotype, the transcriptomic analysis of *mnd1.a* detected no differential expression of genes related to GA biosynthesis or signaling in GA-signaling pathways (Walla et al., 2020). To be consistent with this, we didn’t detect any differential expression of GA biosynthesis and metabolism related genes either. It probably because that it was young infloresence but not stems was used in transcriptome analysis, which also suggested that *HvMSNSD* participated in development of barley plant height and inflorescences via different pathways.

For the *mnd1.a* mutant, a core set of DETs comprising 43 transcripts was discovered at all three developmental stages, including developing inflorescences, compared with the wild-type Bowman (Walla et al., 2020). The *msnsd* mutant had more DETs than the wild-type E934. Further analysis identified several overlapped DETs between *msnsd* and *mnd1.a*. For example, *msnsd* and *mnd1.a* upregulated three and four LIGHT-DEPENDENT SHORT HYPOCOTYLS-like (LSH) proteins, respectively, compared with their corresponding wild-type mutants. In addition, both mutants strongly upregulated two TERMINAL FLOWER1-like (TFL-1) genes. However, *mnd1.a* downregulated seven MADS-box genes in inflorescences, with only two upregulated in *msnsd*. 

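The descriptions in the deposited file name MADS in 70 genes, of which 60 were tested. In limma 0 of the 60 were past the threshold, and at an unadjusted p under 0.05 there were 9 higher and 12 lower in *msnsd*. The authors' deposited table puts 1 gene described as MADS past the paper's thresholds, HORVU.MOREX.r3.7HG0664320. The gene with the highest log2 fold change in limma, HORVU.MOREX.r3.4HG0413180 (chromosome 4H, 596284994 to 596302716, annotated as AGAMOUS), is not in Supplementary File 4 and was chosen after its values were seen. It had 0.493 ± 0.163 TPM in E934 and 2.01 ± 0.861 TPM in *msnsd* (SD, n = 3), a log2 fold change of 1.76 (standard error 0.43, limma adjusted p = 0.230).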

All these common genes are known to participate in inflorescence development. Studies on *Arabidopsis* revealed that plants with increased *TCP2* expression displayed the light-dependent short-hypocotyl phenotype (He et al., 2016). The *TFL1* gene from perennial ryegrass involved in floral transition and axillary meristem identity (Jensen et al., 2001) is an essential molecular switch for regulating endosperm cellularization and seed size in Arabidopsis (Zhang et al., 2020a), while the rice *TFL1* gene acted downstream of ethylene in regulating flowering time (Yin et al., 2017). Additionally, studies on Asteraceae proposed that the C class MADS-box TF GAGA1 contributed to stamen development upstream of *GhCYC3*, belonging Mascher et al., 2021 to the TCP protein family (Zhao et al., 2020). Recently, loss-of-function in *HvMADS1* was responsible for developing the branched inflorescence-like structure in barley at high ambient temperatures (Li et al., 2021). Based on the common DETs identified in *msnsd* and *mnd1.a*, *HvMSNSD* and *HvMND1* act as upstream regulators to control inflorescence development in barley through some shared molecular pathways. We proposed a possible pathway for *HvMSNSD* in barley stem and spike morphology development in this study (**Figure 5**).

**Figure 5:**
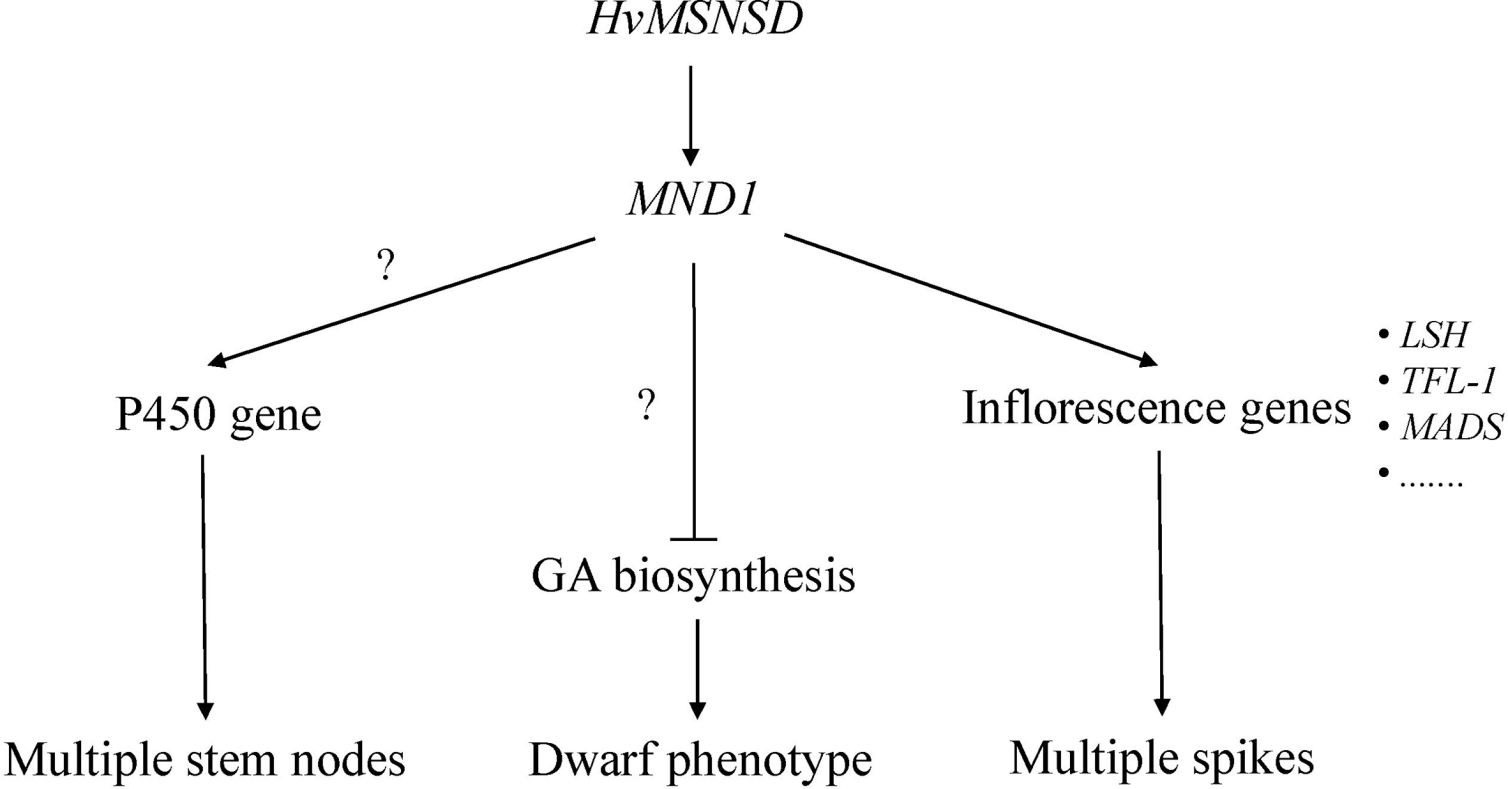
Hypothetical regulatory model for *HvMSNSD* in barley stem and spike development.

## 5 Conclusions

A “multiple stem nodes and spikes but dwarf” mutant, *msnsd*, was identified from EMS- and ^60^Co-treated barley variety E934. Using the F_2_ population derived from Harrington and *msnsd*, the causal gene was fine-mapped on chromosome 5H in a 200 kb interval, based on BSR-seq analysis results, with the C-T substitution on exon of *HvTCP25* co-segregating with the *msnsd* phenotype in the population. Transcriptomic analysis showed altered expressions of *MND1* and several genes associated with inflorescence development and GA biosynthesis in *msnsd*. We propose that *HvMSNSD*, probably the known *HvTCP25*, regulates the plastochron and morphology of reproductive organs, likely by coordinating the expression of genes involved in GA biosynthesis and floral development in barley.

## Data availability statement

The data presented in the study are deposited in GEO (Gene Expression Omnibus) on NCBI, accession number is GSE235622.

## Author contributions

DQ conducted all experiments and drafted the manuscript. RL performed gene cloning and expression analysis. FX performed the fieldwork. GD analyzed the genomic sequence. QX, YP, LX, and HC took part in DNA extraction. GG, JD, and CL conceived the experiment and revised the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

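The samples are 6 RNA-seq libraries of young panicles of 0.5 to 1 cm, 3 from E934 and 3 from *msnsd*, which were grouped by genotype as the sample labels and the paper give it. The authors mapped clean reads to the Morex V3 assembly, quantified transcripts with Salmon and deposited TPM per gene and library, listed to the second decimal. In the same table the authors deposited their DESeq2 comparison of the genotypes: log2 fold changes and their standard errors, a fold change ratio, p-values, adjusted p-values and q-values, and, as scores without a fixed range, the mean normalized count and the test statistic. The table does not say how the Salmon estimates were brought into DESeq2 or how the fold change ratio was derived. It has 40411 genes, and 0 columns of single libraries were left out.

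TPM values keep no depth, so the number of reads per library is unknown, and no interval or detection floor that needs it is given. The authors' mean normalized counts are averages over all 6 libraries and were used only beside single genes and in the added trend. The spread between the 3 replicates of a genotype is the measure of error. A single gene listed at 0 in every library of a genotype is reported as listed at 0, with no fold. Ranges and medians over groups of genes include such genes, and there the pseudocount sets the size.

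From the deposited TPM, genes with a mean of at least 0.1 were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 0.1), with lmFit and eBayes with a mean-variance trend, genotype as the only term, and Benjamini-Hochberg adjustment over the 32968 genes tested. Genes past the threshold had an absolute log2 fold change of at least 1.5 and an adjusted p of at most 0.05, as in the paper. The count model that the paper used was not run, because the values are not counts. Single genes were also compared by an exact two-sided permutation test over the 20 assignments of 6 libraries, whose smallest p is 0.1. GO terms were taken from the deposited annotation and tested by a one-sided Fisher's exact test for terms with at least 2 genes. Pairs of genes at most 10 annotated genes apart were counted against 10000 seeded draws. Gene families were tested with camera in limma, with its preset correlation between genes of 0.01. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest. RefSeq gene models of the same assembly were used to see which models overlap a stretch of genes.

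The test was checked on simulated TPM made from the means and variances of the real genes. Of 200 genes changed by 3 on the log2 scale, 195 (97.5%) were called among 32021 genes, with 4 unchanged genes called. This change lies well above the fold change threshold. The check therefore does not show how often the test finds changes nearer the threshold, such as many of those listed in Supplementary File 4.

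Genes are named by a rule set before the data were examined: every gene with an identifier in the paper's text or Table 3, the genes of the 5H interval that the annotation places without a guess, the P450 and MADS-box genes of Supplementary File 4, GA genes as a group, and the 5 largest rises and 5 largest falls past the threshold without overlap between genotypes. Other named genes are said to have been chosen after their values were seen. *MND4* and *MND8* were not analysed here.

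The replicate numbers come from the sample labels and the column names, and nothing in the paper says that same-numbered libraries of the genotypes belong together. Alternatives set before the data were examined were other pseudocounts (1 and 0.01), a filter at a mean TPM of 1 and no filter, median-of-ratios and quantile scaling, limma without the trend, the replicate number as a block, each library left out in turn, other thresholds, and other backgrounds and gene sets for the GO and neighbour tests. A trend over the authors' mean normalized count and an FDR over all GO terms with at least 2 background genes were added after seeing the data. Close versions of the trend, with another offset or a minimum count, were also looked at before the version given was kept. The gene families were chosen after looking through the data, and all 37 are counted.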

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

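Both results below are signals in genes that the paper does not discuss. The stretches were picked because their genes were seen to fall, so the number of their genes without overlap between genotypes follows in part from that choice and is no test. The tests of what remains of the stretches, of their flanks, of deviations within E934 alone and of how much of them RefSeq covers were chosen only after the result was seen, and the limit used for the flanks was tightened after their values were seen.

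On chromosome 6H, 11 neighbouring annotated genes from 467400583 to 467410729 had a median log2 fold change of -2.62. In 10 of them every *msnsd* library was below every E934 library, and 10 of the 11 are low-confidence genes, several described as retrotransposon proteins. The exception was HORVU.MOREX.r3.6HG0608240, chosen after its values were seen, with 2.31 ± 1.69 TPM in E934 and 1.88 ± 0.734 TPM in *msnsd* (SD, n = 3). A candidate explanation is a single transcribed unit annotated as many genes. RefSeq has 1 gene model that overlaps the stretch, a number that was set beforehand as the sign of a single unit, but this model covers 3.47% of the stretch, so the models leave the question open. Within genotypes, deviations of the genes from the mean were no more correlated than in other runs of neighbours (percentile 32.8 of 2976 runs), but this cannot tell, since 8 of the 11 genes had a mean under 1 TPM in *msnsd*, where counting noise may hide a shared unit. Within E934 alone they were at percentile 90.8, short of the 95 set for a single unit, and with 3 libraries this leaves the question open. A loss of the stretch from the mutant genome could also lower it. The *msnsd* libraries kept 15.8% of the summed TPM. In the 10 genes with a log2 fold change of at most -1.5, picked by their fall, the sum went from 82.0 ± 15.0 to 11.5 ± 1.22 TPM (SD, n = 3). This neither shows nor excludes a partial loss. Reads moved to similar copies elsewhere cannot be excluded either, although 529 tested genes elsewhere with the same descriptions had a median log2 fold change of -0.17, not a rise. The 10 tested genes on each side had a median of 0.0341, near no change, but single flanking genes ranged from -1.86 to 1.59, so only a shared shift over the wider region is made less likely. The fall is larger than the spread between replicates, but it cannot be told apart from a loss, from a single unit or from shared reads, and an effect of the mutation on transcription remains a hypothesis.

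On chromosome 4H, 9 neighbouring genes from 254678123 to 254715418 had a median log2 fold change of -3.12. Its size depends on the pseudocount, with -0.88 at a pseudocount of 1 and -5.39 at 0.01. In *msnsd*, 7 of the 9 genes had a mean under 1 TPM, and 4 are listed at 0 in every library. In 7 genes every *msnsd* library was below every E934 library. HORVU.MOREX.r3.4HG0366780, chosen after its values were seen, overlapped between genotypes, with 5.87 ± 3.50 TPM in E934 and 4.92 ± 0.524 TPM in *msnsd* (SD, n = 3). RefSeq has 3 genes over 44.8% of the stretch, and 8 of the 9 annotated genes lie inside the span of 1 of them, so a single unit may account for part of it. The correlation of deviations was at percentile 20.7 of 3639 runs, which cannot tell, since genes listed at 0 in every *msnsd* library have no deviations there, and within E934 alone at percentile 42.5, which leaves the question open. The *msnsd* libraries kept 32.9% of the summed TPM, nearly all of it in the 2 genes that did not fall past a log2 fold change of -1.5. In the other 7, picked by their fall, the sum went from 17.3 ± 2.49 to 0.113 ± 0.110 TPM (SD, n = 3), so a loss of part of the stretch is possible. For shared reads, 545 tested genes with the same descriptions had a median of -0.17 and leave the question open. The flanking genes had a median of -0.48 and ranged from -2.86 to 1.25, so a difference over the wider region cannot be excluded. Which of these explanations holds, or whether the mutation acts on transcription here, cannot be told from these libraries.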

How the results depend on the processing

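The number of genes past the threshold depended on the processing. Against 16 genes (7 higher and 9 lower in *msnsd*, 14 of them in Supplementary File 4), a filter at a mean TPM of 1 gave 25 (15 higher, 24 in Supplementary File 4). Limma without the trend gave 30 (17 higher, 7 in Supplementary File 4). A pseudocount of 0.01 gave 4 higher genes, as did no filter. An adjusted p of at most 0.01 gave 0 in total, 0 higher and 0 lower, where 3517 genes had an unadjusted p under 0.05. Limma's treat against a fold change of 1.5 gave 6 (2 higher and 4 lower). A trend over the authors' mean normalized count, chosen after seeing the data, gave 56 (36 higher, 20 lower, 54 in Supplementary File 4). The share of higher genes was 43.8%. It was 36.4% with a pseudocount of 0.01, 33.3% with no filter, 44.4% with a pseudocount of 1, 47.1% with median-of-ratios factors, 52.6% with quantile normalization, 56.7% without the trend, 60.0% with the stricter filter and 64.3% with the added trend, so which direction had more genes was not stable. The cause was not tested for any of these settings but the added trend.

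With the replicate number as a block, 0 genes were past the threshold, 0 higher and 0 lower, 0 of Supplementary File 4, and 3525 had an unadjusted p under 0.05. The mean correlation of same-numbered libraries was -0.0229, so the numbers do not pair the libraries, and the lost calls are not described as a weaker effect. Across the 6 fits that each left out a library, the total ran from 0 to 22, genes higher from 0 to 11, genes lower from 0 to 11 and those in Supplementary File 4 from 0 to 14. At an unadjusted p under 0.05 these fits gave from 2302 to 5120 genes. GA genes past the threshold numbered 0 in all of them, with 6 to 13 at an unadjusted p under 0.05. Since 4 of the 6 fits had 0 genes of any kind past it, this shows no stability.

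GO terms under an FDR of 0.05 fell from 3 to 0 when the FDR was taken over all 4943 terms with at least 2 background genes, chosen after seeing the data, so the 3 terms rest on which terms were tested.

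Pairs of neighbouring genes past the threshold numbered 2, with 0 among higher genes only, 0 among high-confidence genes only and 55 for the transcripts of Supplementary File 4. The direction of the sodium/bile acid cotransporter gene, at -0.01, reversed to 0.00387 with median-of-ratios factors and 0.0113 with quantile normalization, and ran from -0.0654 to 0.0518 when a library was left out, which included 0.0424 without E934 replicate 1 and 0.00736 without E934 replicate 2. These shifts are all smaller than its standard error of 0.11. No other gene named by the rule changed direction. Of the genes chosen after their values were seen, HORVU.MOREX.r3.6HG0608240 (-0.08, standard error 0.55) reversed in 3 of 15 settings, to at most 0.46, and HORVU.MOREX.r3.4HG0366780 (-0.10, standard error 0.39) in 1, to 0.35, so neither has a settled direction, while the other 2 kept theirs. Under the alternatives, the added trend included, 440 values of single genes named by the rule kept their direction and side of the threshold. Another 83 lost their place past the threshold and 18 gained one, 10 of the gains with the added trend. Each setting with 0 genes past the threshold accounts for 11 of the losses. The remaining 5 were the reversed values of the sodium/bile acid cotransporter gene, which stayed short of the threshold.

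TPM gives no depth per library, which limits the values of genes with a TPM near 0, where the pseudocount sets the size of the log2 fold change.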

Differences from the paper's values

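The paper gives 118 DETs, and limma on the deposited TPM gave 16. The paper gives 83 upregulated, against 7, and 35 downregulated, against 9. None of the alternatives set before the data were examined closed these gaps, and the highest of them, limma without the trend, gave 30 in total, 17 higher and 13 lower. The trend over the authors' mean normalized count, chosen after seeing the values, gave 56 in total and did not close them either. The tests themselves also differ. The paper used DESeq2, a count model, and the authors' deposited table lists an adjusted p for 24734 genes. Limma was run on log2 TPM, without counts, and adjusted over 32968 genes. All 117 tested transcripts of Supplementary File 4 had the listed direction and an unadjusted limma p under 0.05. They were called on these same libraries, so this shows no stability. The gaps may come from the tests, and do not show that the other listed transcripts are unchanged.

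For the P450 gene HORVU.MOREX.r3.7HG0637030, the paper's log2 fold change is 2.37 and the limma value 1.64. A pseudocount of 0.01 gave 2.36, quantile normalization 1.86, leaving out E934 replicate 3 gave 1.92 and leaving out *msnsd* replicate 2 gave 2.00, each within the larger standard error of the paper's value, while the other alternatives set before the data were examined were not. For HORVU.MOREX.r3.4HG0366860 the paper's value is -7.85 and the limma value -6.30. A pseudocount of 0.01 (-8.77) and leaving out *msnsd* replicate 3 (-6.65) came within the error, and the other alternatives did not. This gene is listed at 0 in all but 1 *msnsd* library, so the pseudocount largely sets the size. For HORVU.MOREX.r3.2HG0096370 the paper's value is 5.27 against 4.46, and only a pseudocount of 0.01, which gave 5.22, came within the error. HORVU.MOREX.r3.6HG0580680 and HORVU.MOREX.r3.7HG0719630 are listed at 0 in each *msnsd* library, so no fold is set against the paper's.

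The paper describes *HvTCP25* as lower in *msnsd*, without significance. Its log2 fold change here was 0.39, between 0.24 and 0.64 under the alternatives set before the data were examined, and the authors' deposited table gives 0.36 with an adjusted p of 0.56. The paper describes *MND1* as a DET. Its limma adjusted p was 0.0906, between 0.0678 and 0.301 under those alternatives, and 0.0132 with the trend over the authors' mean normalized count, chosen after seeing the values. That added trend also put past the threshold the *LSH* gene HORVU.MOREX.r3.2HG0181760 (0.00580), the *TFL1* gene HORVU.MOREX.r3.2HG0166090 (0.0116), the MADS-box gene HORVU.MOREX.r3.7HG0664320 (0.0114, against 0.0610 to 0.309 under the other alternatives) and the P450 gene HORVU.MOREX.r3.1HG0008190 (0.0167, against 0.0827 to 0.363). The *LSH* gene was also past the threshold with the filter at a mean TPM of 1 (0.0469) and with quantile normalization (0.0468), in a range from 0.0468 to 0.282 over the alternatives. The *TFL1* gene was also past it without E934 replicate 1 (0.0347), in a range from 0.0347 to 0.301. Of the genes of Table 3, HORVU.MOREX.r3.7HG0665050 passed with a pseudocount of 1, with the stricter filter, without E934 replicate 1 and with the added trend. HORVU.MOREX.r3.2HG0166450 passed with the stricter filter and the added trend, HORVU.MOREX.r3.2HG0204260 without E934 replicate 1 and with the added trend, and HORVU.MOREX.r3.6HG0611080 and HORVU.MOREX.r3.7HG0703270 with the added trend.

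The paper counts a pair of MADS-box genes upregulated in *msnsd*. The authors' deposited table has 1 past the paper's thresholds, and limma 0, with 9 higher at an unadjusted p under 0.05. Table 3 has more enriched GO terms than the 3 under an FDR of 0.05 here for the genes past the threshold in limma and the 2 for the transcripts of Supplementary File 4, which were tested with the GO terms of the deposited file. With the FDR over all 4943 terms with at least 2 background genes, chosen after seeing the values, both numbers were 0.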

Other observations

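The tests of gene families, of the mean-variance trend, of rounding and of the fold change column were chosen only after the result was seen. The neighbour test was set before the data were examined, but after runs of neighbouring identifiers had been seen in Supplementary File 4, and its version without the stretches was chosen after the result was seen.

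The 6 libraries can be split into 3 and 3 in 10 ways, of which 4 part all 3 same-numbered pairs as the split by genotype does, and the other 6 part 1 pair. Among the 4, only 1, the split by genotype, gave as many as 16 genes past the threshold, and the same holds for the 7 higher genes, the 9 lower genes and the 14 transcripts of Supplementary File 4, which were called on that split. The other 3 gave from 0 to 1 gene. All 4 gave as many GA genes as the 0 of the split by genotype, where 8 had an unadjusted p under 0.05. The 6 splits that part 1 pair gave 0 genes past the threshold. With 4 splits, and also with all 10, the share cannot fall below 0.05, so this cannot settle whether the counts exceed what other splits give. At an unadjusted p under 0.05 the split by genotype gave 3517 genes, and the other splits from 745 to 2400.

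Gene families were tested for moving together, which the tests could not settle. With the preset correlation between genes, 17 of 37 families were called, and 17 with the replicate number as a block, but 2 of the 4 splits that part all 3 pairs called as many, the split by genotype included, and the smallest p of another split was 6.38e-11 against 3.96e-08. With the correlation between genes estimated from the data, 0 families were called. Of the 17 families, 11 were called in every fit that left out a library, so a single library does not carry all of them, but the calls may reflect variation that other splits of the libraries share. Each of the other splits mixes the genotypes unevenly and keeps part of any difference between them, so its calls cannot rule such a difference out.

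Fewer genes passed the threshold than the paper lists. With the mean-variance trend taken over the authors' mean normalized count in place of mean TPM, 56 genes passed, so the variable of the trend is a candidate explanation for part of the gap. The setting was kept after several were looked at. Rounding of the deposited TPM is not: with the unrounded TPM of Supplementary File 4 in the same test, 14 of its transcripts passed, as with the rounded values.

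Transcripts of Supplementary File 4 lie near each other more often than random genes. They form 55 pairs at most 10 annotated genes apart, where 10000 random draws gave a mean of 3.46 and a maximum of 13 (one-sided permutation test, p = 0.0001, the smallest the draws can give). The lower transcripts form 42 pairs, all of them within the 6H and 4H stretches, since the 22 lower ones outside form 0. Without both stretches, 105 transcripts form 13 pairs, against a mean of 2.71 and a maximum of 11 in 10000 draws (one-sided permutation test, p = 0.0001), so the stretches may account for most of the pairs but not for those among the higher transcripts, which form 12. Random placement is an unlikely source of these, and whether they share a cause, technical or biological, was not tested.

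Low-confidence genes make up 22 of the 35 lower transcripts of Supplementary File 4 and 11 of the 83 higher ones (Fisher's exact test, two-sided, p = 1.36e-07). Without both stretches they make up 11 of 22 lower ones (Fisher's exact test, two-sided, p = 0.000539), so the stretches alone do not fully account for it. Draws from the same 20 bins of mean TPM gave a mean of 15.5 low-confidence genes against 22 (one-sided permutation test within bins, 10000 draws, p = 0.0158), so their expression level alone does not either. Both together may account for it: without both stretches, matched draws gave a mean of 9.57 against 11 (one-sided permutation test within bins, 10000 draws, p = 0.337), a test chosen after the result was seen. Neighbouring genes are not independent, so these p-values may be too small. No biological explanation was tested.

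In the authors' deposited table, the fold change column is lower than 2 to the power of the log2 fold change. Taking the power of the log2 fold change minus its standard error gave the listed value within rounding for 100% of 40410 genes, against 0.0272% for the plain power, so the standard error subtracted before the power is a candidate explanation. For *MND1* the authors' deposited table lists a fold change of 3.83, where the plain power of its log2 fold change is 4.59. The authors' deposited table has 123 genes past the paper's thresholds as listed, 88 higher and 35 lower, among them all 118 of Supplementary File 4. The listed adjusted p and log2 fold changes are rounded. With the adjusted p recomputed by Benjamini-Hochberg from the listed p-values the number was 120, so rounding may account for part of the excess over 118.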
